A study of Mus musculus with 7 samples. Its data were reported in "Xist-mediated silencing requires additive functions of SPEN and Polycomb together with differentiation-dependent recruitment of SmcHD1" (2022).

How the data were processed

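Chromatin-associated RNA had been sequenced (ChrRNA-seq) from undifferentiated female mouse embryonic stem cells of 2 lines after 10 days of Xist induction with 1 µg/mL doxycycline. The cells are hybrids of 129/Sv, a Mus musculus domesticus strain (Dom), and CAST/EiJ (Cast). In iXist-ChrX-Dom the inducible promoter replaces that of Xist on the Dom X chromosome (n = 4 libraries), and in iXist-ChrX-Cast it does so on the Cast X chromosome (n = 3). The chromosome that expresses Xist is called Xi and the other Xa. Samples were grouped by the line that the labels give. No uninduced or differentiated sample was analysed here, so no value below is a change caused by induction. The descriptions of iXist-ChrX-Dom replicates 3 and 4 give the time point as d1, and the 10 days stated by the titles and treatment fields were used. The paper also shows 4 replicates of iXist-ChrX-Dom at 10 days of induction, which argues against d1. If d1 were right, replicates 3 and 4 would have had 1 day of induction. Their median allelic ratios (0.146 and 0.181) were the highest of the line, so values that use them depend on this choice. Values within replicates 1 and 2 do not. The file names of iXist-ChrX-Cast replicates 1 and 2 carry a clone name 1 character different from that in their labels and in the file name of replicate 3. The labels were followed, and if the files come from another clone, the 3 replicates are not of a single clone.

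The authors removed ribosomal RNA reads with bowtie2, aligned the rest with STAR to the mm10 genome with strain polymorphisms masked, and assigned fragments to a parental genome with SNPsplit. They counted fragments over whole transcripts, introns included, with featureCounts. The paper does not state how fragments overlapping more than 1 gene were treated. The deposited count files hold, per the file headers, the fragment count of each of 22556 genes (908 X-linked) in all fragments and in the Cast-assigned and Dom-assigned ones. The deposited ratio tables hold, for X-linked genes the authors had filtered, the fraction of allelic fragments from Xi, called the allelic ratio here. It is 0 for a silent Xi and 0.5 for equal expression of both chromosomes. These tables hold 246 genes for iXist-ChrX-Dom and 399 for iXist-ChrX-Cast, with 235 in both, and every value was checked to equal the Xi count over the sum of both allelic counts. The X chromosome of iXist-ChrX-Dom is homozygous Cast telomeric of Xist, and 159 genes of the iXist-ChrX-Cast table but 0 of the iXist-ChrX-Dom table lie there. Coordinates are on mm10. All columns of the files were used.

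Counted fragments numbered 22321311, 24309806, 18954436 and 19510687 in iXist-ChrX-Dom replicates 1 to 4 and 14877384, 19941905 and 19368959 in iXist-ChrX-Cast replicates 1 to 3. Of these, 44.2% to 46.4% were allelic and 4.21% to 4.76% came from X-linked genes. The most counted gene held at most 0.757% of a library and the 10 most counted genes at most 3.33%. Table genes had a median of 173 to 220 allelic fragments per sample, and 1 to 13 genes per sample had under 10. Fragments carried no molecular identifiers, so intervals and floors cover counting error only. No pair of replicates differed as little as sampling alone would give (chi-square per gene 6.51 to 39.9).

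Total counts were compared as iXist-ChrX-Dom against iXist-ChrX-Cast with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM scaling, quasi-likelihood F test, two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Allelic ratios of the 235 shared genes were compared with limma 3.58.1 on log2((ratio + 0.01)/(1 - ratio + 0.01)), called the log-odds, with the same adjustment. Medians were compared by an exact permutation test over all 35 splits of the 7 samples into 4 and 3. The X-linked genes were tested as a set with camera (inter-gene correlation 0.01), with fry beside it. Values within a line are the mean ± SD over samples, and correlations are Spearman rho across genes within each sample. CPM stands for counts scaled to a common library size. DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were also used.

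The tests were tested on simulated data. edgeR found 88.5% of 200 changed genes among 15186, with 4.32% of its calls false, and DESeq2 found 82.0% with 7.87% false. limma found 77.5% of 40 changed ratios among 235, with 6.06% of calls false, and edgeR on allelic counts 80.0% with 5.88% false. For X-linked genes given a true shift of 0.2, the difference of medians reported beside camera was 0.20. The simulated genes were independent, had a common spread and carried no sample set. These rates therefore do not cover the correlation between genes or the sample set in the real data.

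Groups, tests, gene lists and most alternatives were chosen before the data were examined. Alternatives were DESeq2, other scalings and expression filters, a minimum log2 fold change of 1, ratio limits of 0.05 and 0.2, log-odds offsets of 0.001 and 0.05, untransformed ratios, gene subsets, leaving out each library, a block per replicate number, and the sample set as a covariate. The sample set parts replicates 1 and 2 from replicates 3 and 4, because the files follow 2 naming schemes that part them so. The labels state no batch. Where a difference between the lines is given within each sample set without a fit, it is of mean log2(CPM + 0.5). Chosen after the values were seen were fits without chromosomes 1, 5, 8, 12 and 14, fits within replicates 1 and 2, edgeR on allelic counts, ratios corrected for the autosomal allele bias, genes with at least 30 allelic fragments, fragments pooled over samples, and leave-one-out values of the correlation between the lines.

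Replicate numbers were tested for pairing from deviations from the line mean. In total counts samples of the same number deviated together (r = 0.329, 0.275 and 0.466), so a block was fitted. The pairing came from the sample set, because samples of the same set with different numbers deviated together as strongly (r = 0.323, 0.384 and 0.505). Allelic ratios were not paired (r = -0.124, -0.0960 and -0.111).

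The genes named are Ogt and Kdm5c, which the study shows, the 3 genes of highest mean ratio per line, the 5 largest ratio differences and the 3 largest rises and falls in total counts (mean of at least 1 CPM) among genes past the threshold without overlap between lines, and the genes of fixed lists. The lists hold 12 genes that escape X inactivation, 15 pluripotency and neural markers, Xist, Tsix, Smchd1, Spen, Pcgf3 and Pcgf5, 12 fibroblast genes and 4 Y-linked genes. Some genes that this rule covers are not reported here. Other genes named were chosen after their values were seen. Median Cast shares of autosomes used genes with at least 50 allelic fragments. The Xist and Tsix positions come from the count files. Kinetic classes of genes given only in supplements were not used here.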

Results

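Allelic ratios, the Xi share of allelic fragments, were examined first for the extent of silencing after 10 days of Xist induction without differentiation. The median ratio of the 246 genes in iXist-ChrX-Dom was 0.136, 0.128, 0.146 and 0.181 in replicates 1 to 4 (0.148 ± 0.0233, n = 4). The median of the 399 genes in iXist-ChrX-Cast was 0.125, 0.135 and 0.111 in replicates 1 to 3 (0.124 ± 0.0119, n = 3). The alternative that moved these most was the mean over genes, 0.169 in iXist-ChrX-Dom and 0.147 in iXist-ChrX-Cast. Ratios above 0.1 were held by 68.3 ± 6.65% of genes in iXist-ChrX-Dom (60.6% to 76.4%) and 57.6 ± 2.89% in iXist-ChrX-Cast (54.4% to 59.9%). This share followed the limit: at 0.2 it was 31.1% and 25.6%.

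**Figure D1:**
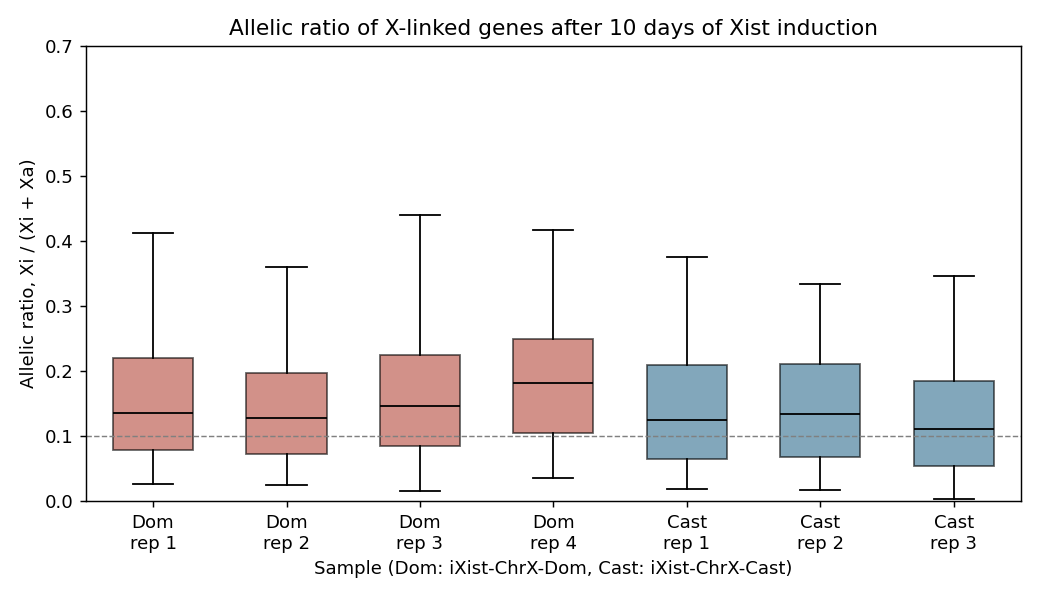
Allelic ratios of all table genes in each sample, with whiskers from the 5th to the 95th percentile. The dashed line marks a ratio of 0.1.

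The ratio rose weakly with distance from Xist across genes, which are not independent replicates. Spearman rho was 0.242 ± 0.0214 in iXist-ChrX-Dom and 0.179 ± 0.0132 in iXist-ChrX-Cast, or 0.220 over the centromeric genes of the latter. In blocks of 20 Mb the median of the mean ratio was highest at the centromeric end (0.211 in iXist-ChrX-Dom and 0.208 in iXist-ChrX-Cast). It was lowest between 40 and 60 Mb in iXist-ChrX-Cast (0.0747), and from 40 Mb on in iXist-ChrX-Dom it lay between 0.125 and 0.139. Expression level was the total CPM of the gene in the same sample, after induction. It holds the Xi fragments that also raise the ratio, and it is not the level before induction that the paper used. With expression level the ratio was correlated at rho = 0.0424 ± 0.0122 in iXist-ChrX-Dom and 0.213 ± 0.0247 in iXist-ChrX-Cast across genes. The choice of measure moved these most: with CPM per kb the correlations were 0.158 and 0.374.

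**Figure D2:**
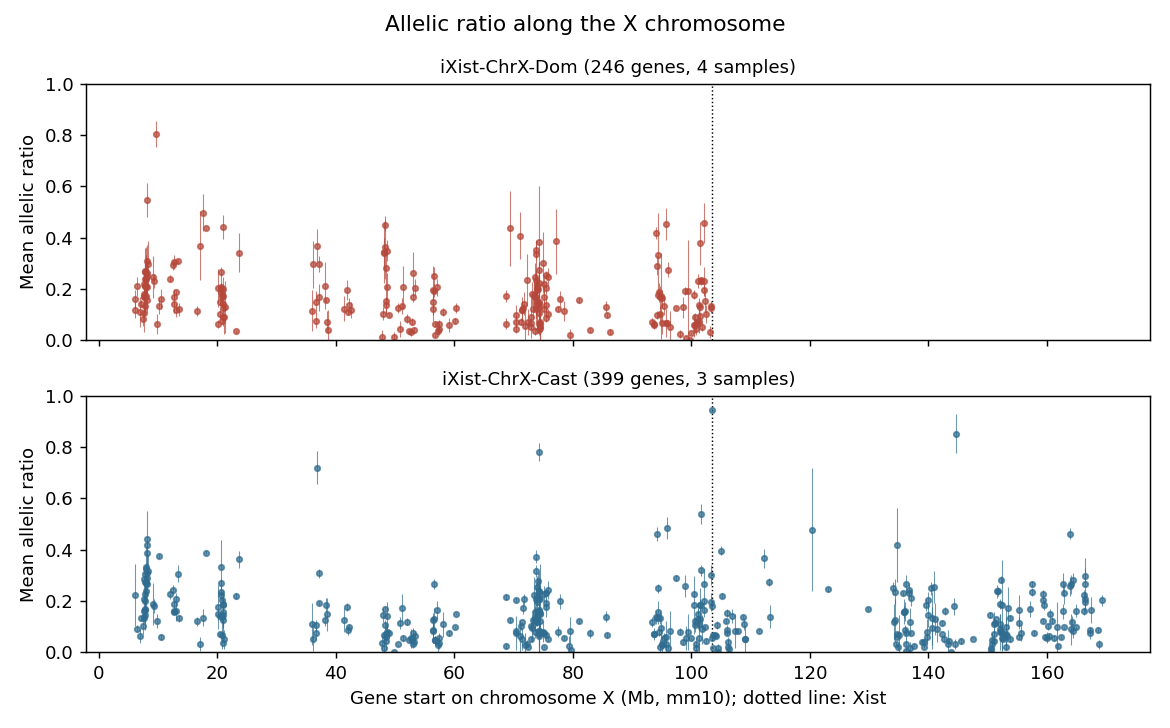
Mean ± SD over samples of the allelic ratio of each gene along the X chromosome in each line. The dotted line marks Xist.

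Genes known to escape X inactivation had higher ratios than the other genes of both tables. The difference of medians was 0.170 ± 0.0111 in iXist-ChrX-Dom (5 listed genes) and 0.140 ± 0.00870 in iXist-ChrX-Cast (10 listed genes). It exceeded that of 99.5% and 99.9% of 10000 random lists of as many genes. The list moved the result most, since with only Kdm5c, Kdm6a, Ddx3x and Eif2s3x it was 0.227 in iXist-ChrX-Cast. Listed genes ranged from Shroom4 (0.209 ± 0.0380) to Utp14a (0.447 ± 0.0226) in iXist-ChrX-Dom, and from Car5b (0.0899 ± 0.0597) to Eif2s3x (0.462 ± 0.0276) in iXist-ChrX-Cast. The low Car5b value depended on the library, at 0.0579 without iXist-ChrX-Cast replicate 1. The other listed genes in iXist-ChrX-Cast were 5530601H04Rik (0.397), Kdm6a (0.389), Ddx3x (0.306), Kdm5c (0.283 ± 0.0136), Syap1 (0.230), Pbdc1 (0.220), Utp14a (0.170) and Shroom4 (0.0924). Mid1 and Bgn were in neither table. In iXist-ChrX-Dom, Kdm6a had 0.437, Ddx3x 0.307 and Eif2s3x 0.290.

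Some genes outside the escape list had ratios near or above 0.5. The highest in iXist-ChrX-Dom were Dynlt3 (0.803 ± 0.050, X 9654269 to 9662983), Suv39h1 (0.547 ± 0.0668, X 8061170 to 8074760) and Fundc1 (0.497 ± 0.0728, X 17556568 to 17572297). In iXist-ChrX-Cast they were Xist itself (0.945 ± 0.00421, X 103460372 to 103483233), Zcchc16 (0.853 ± 0.0764, X 144688906 to 145122410) and Atp6ap1 (0.780 ± 0.0351, X 74297096 to 74304721). Zcchc16 rested on 80 to 83 allelic fragments per sample. Xist fragments came from Cast in only 0.0949 ± 0.0222% of allelic Xist fragments in iXist-ChrX-Dom. In iXist-ChrX-Cast, 5.27% (Wilson 95% CI 5.05 to 5.51), 6.0% (5.77 to 6.24) and 5.27% (5.06 to 5.49) of them came from Dom in replicates 1 to 3.

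Medians did not differ detectably between the lines. Over the 235 shared genes the median was 0.0195 higher in iXist-ChrX-Dom (exact two-sided permutation p = 0.314, where the smallest attainable p was 0.0286; 4 and 3 samples). This difference was -0.00353 within replicates 1 and 2 and 0.0489 within replicates 3 and 4 (2 samples against 1). It was 0.00791 without iXist-ChrX-Dom replicate 4, the library of highest median. After correction for the autosomal allele bias it moved most, to -0.0115 (exact permutation p = 0.486). Across the shared genes the mean ratios of the lines were correlated at rho = 0.401, and single samples of different lines at 0.341 to 0.403. Samples of the same line were correlated at 0.813 to 0.863 in iXist-ChrX-Dom and at 0.822 to 0.886 in iXist-ChrX-Cast.

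Per-gene ratios did differ. limma called 78 of the 235 genes at a Benjamini-Hochberg adjusted p under 0.05, with 45 higher and 33 lower in iXist-ChrX-Dom, and 106 genes had an unadjusted p under 0.05. Samples of the lines did not overlap for 105 genes (44.7%), against 5.71% under chance. The correction for allele bias moved the count most, to 106 calls (36 higher and 70 lower, with 69 shared). edgeR on the allelic counts called 97 genes, of which 73 were shared. Within replicates 1 and 2, 65 genes were called, of which 57 were shared. The largest differences were Atp6ap1 (0.0385 ± 0.0112 in iXist-ChrX-Dom against 0.780, limma adjusted p = 1.07e-05), Zc3h12b (0.451 ± 0.0621 against 0.0321 ± 0.0175, X 95711677 to 95927970, adjusted p = 0.000118), Las1l (0.0669 ± 0.0126 against 0.485 ± 0.0429, X 95935312 to 95956974, adjusted p = 3.81e-05), Timp1 (0.441 ± 0.0472 against 0.0371 ± 0.00137, X 20870165 to 20874737, adjusted p = 1.39e-05) and Fundc1 (0.497 against 0.134 ± 0.0331, adjusted p = 0.000627). Zc3h12b and Las1l are neighbours with opposite differences. Timp1 rested on 27 to 52 allelic fragments per sample.

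Ogt had a ratio of 0.234 ± 0.00325 in iXist-ChrX-Dom and 0.320 ± 0.0205 in iXist-ChrX-Cast (X, 101640050 to 101684351, log-odds difference -0.60, SE 0.14, limma adjusted p = 0.0182). The call depended on the libraries. The limma adjusted p of Ogt was 0.0554, 0.0692 and 0.0689 without iXist-ChrX-Dom replicate 3 and iXist-ChrX-Cast replicates 1 and 2, and 0.0543 within replicates 1 and 2. Of the 5 escape genes in both tables limma called Utp14a (adjusted p = 0.000128), Shroom4 (adjusted p = 0.00483) and Eif2s3x (adjusted p = 0.00586), and as many when adjusted over the list alone. Kdm6a (adjusted p = 0.136) and Ddx3x (adjusted p = 0.972) were not called.

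In the total counts edgeR called 443 of 15186 genes at a Benjamini-Hochberg adjusted p under 0.05, with 182 higher and 261 lower in iXist-ChrX-Dom. A log2 fold change of at least 1 in size was met by 102 of them (27 higher and 75 lower). At an unadjusted p under 0.05 there were 2638 genes, and 2480 genes (16.3%) did not overlap between the lines, against 5.71% under chance. The count was unstable: 18 genes without iXist-ChrX-Cast replicate 2 and 1206 without iXist-ChrX-Cast replicate 3, and DESeq2 called 1056 (439 shared). Leaving out each iXist-ChrX-Dom replicate in turn gave from 56 calls (replicate 3) to 167 (replicate 1), and leaving out iXist-ChrX-Cast replicate 1 gave 58. The sample set as a covariate moved it most, to 2398 calls (443 shared), and the block of replicate number gave 1794 (443 shared). Within replicates 1 and 2 there were 1685 calls (433 shared). By itself the sample set separated samples on the first principal component of the 500 most variable autosomal genes (57.2% of variance), and edgeR called 2355 genes between the sets.

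The largest rises in iXist-ChrX-Dom were Klhl13 (log2 fold change 1.79, SE 0.24, edgeR adjusted p = 0.00963, 1572 ± 419 against 451 ± 142 CPM, X 23219270 to 23365082), Ednra (1.78, SE 0.22, adjusted p = 0.00612, 3.48 ± 0.239 against 0.988 ± 0.173 CPM, chromosome 8 77663028 to 77724452) and Smoc1 (1.71, SE 0.14, adjusted p = 0.000663, 81.7 ± 7.04 against 24.6 ± 4.74 CPM, chromosome 12 81026807 to 81186414). The largest falls were Egfl6 (-2.66, SE 0.21, edgeR adjusted p = 0.000663, 1.36 ± 0.235 against 8.46 ± 1.23 CPM, X 166523006 to 166585716), Inhbb (-2.60, SE 0.35, adjusted p = 0.0102, 2.49 ± 1.02 against 14.6 ± 5.43 CPM, chromosome 1 119415464 to 119422248) and Pla2g1b (-2.44, SE 0.21, adjusted p = 0.000682, 2.00 ± 0.348 against 10.7 ± 1.51 CPM, chromosome 5 115466265 to 115474717). Without iXist-ChrX-Cast replicate 2 the edgeR adjusted p was 0.0880 for Klhl13, 0.0708 for Ednra and 0.0718 for Inhbb, and for Klhl13 it was 0.0556 without iXist-ChrX-Cast replicate 1.

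The called genes were concentrated on particular chromosomes. Chromosomes 5 and 8 held 230 of the 443 calls (51.9%). On chromosome 5, 143 of 144 calls were lower in iXist-ChrX-Dom (median log2 fold change of all tested genes -0.40), and on chromosome 8, 84 of 86 were higher (0.35). Within the sample sets these medians, as differences of mean log2 CPM, were -0.29 and -0.45 for chromosome 5 and 0.46 and 0.17 for chromosome 8 in replicates 1 and 2 and replicates 3 and 4. Chromosome 11 held 39 calls (33 higher) and the X chromosome 44 (11 higher). On other chromosomes than 1, 5, 8, 12 and 14 lay 175 calls (39.5%). A fit without those chromosomes called 67 genes.

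**Figure D3:**
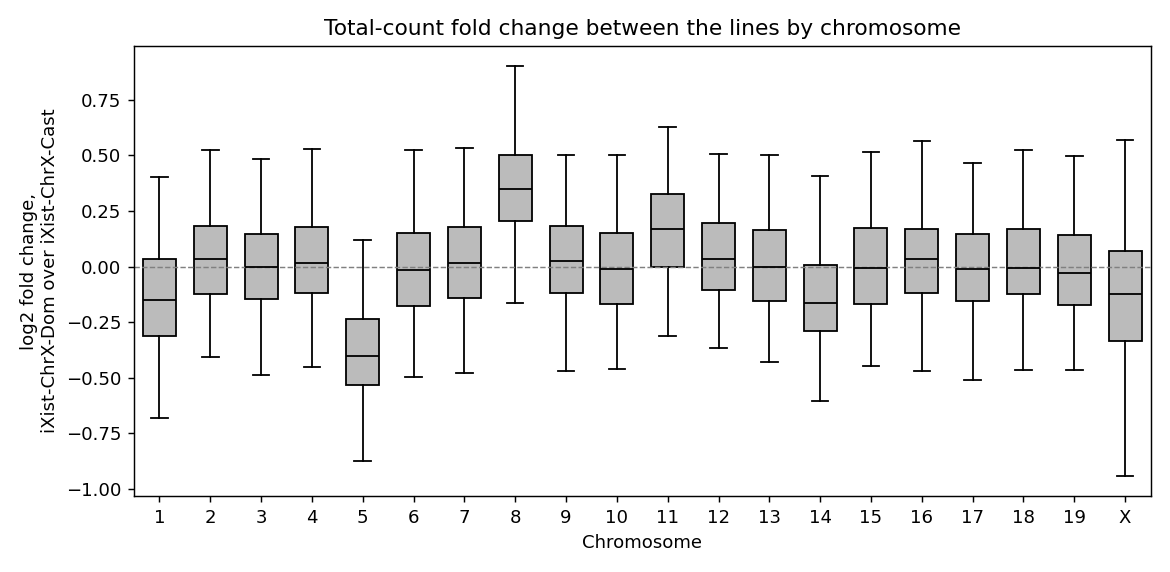
Log2 fold change of total counts in iXist-ChrX-Dom against iXist-ChrX-Cast by chromosome, with whiskers from the 5th to the 95th percentile. The fold changes come from the edgeR fit to all 7 samples.

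The allelic counts showed the same chromosomes. Over the balanced autosomes the median Cast share was 46.8% (46.5% to 47.1% over samples). It was 63.7 ± 0.347% on chromosome 8 of iXist-ChrX-Dom, against 46.8 ± 2.74% in iXist-ChrX-Cast. On chromosome 5 it was 63.6 ± 0.597% in iXist-ChrX-Cast, against 46.0 ± 0.187% in iXist-ChrX-Dom. Chromosome 12 was at 62.3 ± 0.684% and 61.8 ± 1.27% in iXist-ChrX-Dom and iXist-ChrX-Cast. Chromosome 14 was at 52.5 ± 2.69% in iXist-ChrX-Cast against 47.7% in iXist-ChrX-Dom, and chromosome 1 at 43.8 ± 2.07% against 46.9%.

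**Figure D4:**
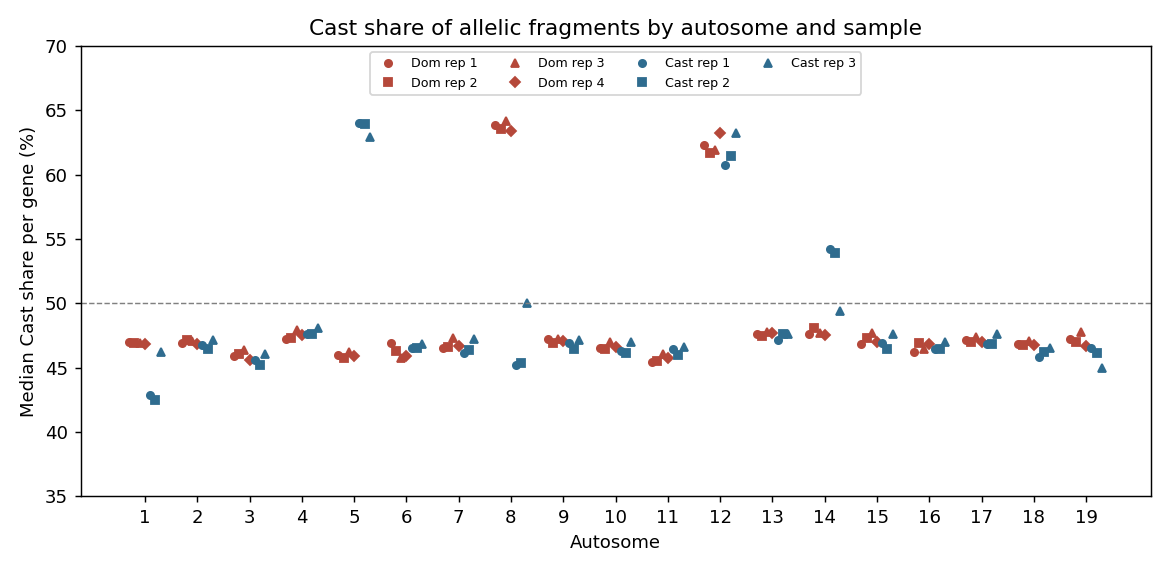
Median Cast share of allelic fragments per gene on each autosome in each sample. The dashed line marks 50%.

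Xist itself did not differ detectably in total counts, with a log2 fold change of 0.06 (SE 0.14, edgeR adjusted p = 0.878) and 6247 ± 870 CPM in iXist-ChrX-Dom against 5861 ± 667 CPM in iXist-ChrX-Cast. The sign was not stable, with 0.25 within replicates 1 and 2 (0.17 in the edgeR fit to them) and -0.060 within replicates 3 and 4 as differences of mean log2 CPM, and -0.0042 and -0.010 without iXist-ChrX-Dom replicate 2 and iXist-ChrX-Cast replicate 2. In the fit without the sample set none of Tsix (-0.10), Smchd1 (-0.01), Spen (-0.09), Pcgf3 (-0.35) and Pcgf5 (0.35) was called (edgeR adjusted p = 0.722, 0.977, 0.789, 0.0826 and 0.168). Samples of the lines did not overlap for Pcgf3 and Pcgf5. Pcgf3 lies on chromosome 5, where all tested genes had a median log2 fold change of -0.40, so its value has the size of that shift. Pcgf5 lies on chromosome 19, with a median of -0.03. No value with the sample set or the block is given for these genes, so a difference in them was not excluded.

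Of the 15 pluripotency and neural markers 11 were tested. Sox2 and Sox1 were listed at 0, and Fabp7 and Olig2 had at most 3 and 4 counts. Tbx3 alone was called (log2 fold change -1.06, SE 0.12, edgeR adjusted p = 0.00316, 63.7 ± 5.64 against 131 ± 17.8 CPM, chromosome 5 119670861 to 119684724). Adjusted over the list alone 3 markers were past the threshold, and 4 had an unadjusted p under 0.05. The calls grew once the sample set was accounted for. With the set as a covariate, which moved them most, 5 were called. With the block of replicate number 4 were called, adding Klf4 (-0.53, edgeR adjusted p = 0.00400), Pax6 (1.29, adjusted p = 2.13e-06) and Nes (0.66, adjusted p = 0.00397). In the fit without a block Klf4 was at -0.52 (edgeR adjusted p = 0.0956), Pax6 at 1.18 (0.0905), Nes at 0.50 (0.382), Nanog at -0.23 (0.382), Klf2 at 0.37 (0.391), Zfp42 at 0.37 (0.208), Esrrb at -0.18, Pou5f1 at -0.19, Vim at 0.07 and Tubb3 at -0.02. Klf2, Zfp42 and Tubb3 lie on chromosome 8 and Tbx3 on chromosome 5, where all tested genes had median log2 fold changes of 0.35 and -0.40. Klf2 and Zfp42 were near the median of their chromosome, Tubb3 was not, and Tbx3 exceeded its own in size. The marker values were not corrected for these shifts, so they do not measure cell state alone. All 12 escape genes were tested in the total counts, and Pbdc1 alone was called (-0.71, SE 0.11, edgeR adjusted p = 0.0152, 136 ± 4.95 against 218 ± 23.2 CPM), with 2 adjusted over the list alone. The adjusted p of Pbdc1 was 0.0524, 0.0626 and 0.113 without iXist-ChrX-Dom replicate 3, iXist-ChrX-Cast replicate 1 and iXist-ChrX-Cast replicate 2. With the block Utp14a was called as well (-0.48, edgeR adjusted p = 0.00424, against -0.41 and 0.0890 without it). With the sample set as a covariate Utp14a (-0.45, edgeR adjusted p = 0.00272) and Syap1 (-0.34, adjusted p = 0.0198, against -0.30 and 0.245 without it) were called as well.

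X-linked genes as a set were lower in iXist-ChrX-Dom than autosomal genes, with a median log2 fold change of -0.14 relative to autosomes (540 genes, camera p = 3.49e-05), and in an exact permutation of the line labels 6 of the 35 splits gave as large a shift. The camera call did not hold with the inter-gene correlation estimated from the data (camera p = 0.171) or under fry (p = 0.237), neither of which is an exact test. As differences of mean log2 CPM the shift was -0.17 within replicates 1 and 2 and nearly absent, at -0.034, within replicates 3 and 4 (2 samples against 1), the value furthest from that of all samples. It was -0.13 for the 326 genes centromeric of Xist and -0.16 for the 214 telomeric ones, and -0.22 without iXist-ChrX-Cast replicate 3.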

Values the study reported

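The paper gives allelic ratios for 246 genes of iXist-ChrX-Dom and 399 genes of iXist-ChrX-Cast. It reports that the half-times of silencing of genes shared by the lines were correlated between the lines with R = 0.82.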

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

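All tests in this part were chosen only after the result was seen, apart from the screen for single samples far from the rest of iXist-ChrX-Dom, which was set before.

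The median Cast share of chromosome 8 was 63.7% in iXist-ChrX-Dom and that of chromosome 5 was 63.6% in iXist-ChrX-Cast, against 46.8% over the balanced autosomes. An extra Cast copy predicted 63.7% for each, and these values are consistent with an extra Cast copy of chromosome 8 in iXist-ChrX-Dom and of chromosome 5 in iXist-ChrX-Cast. Total counts were 1.35-fold and 1.33-fold those of the other line (for chromosome 8 those of its replicates 1 and 2). Replacement of the Dom copy by a second Cast copy in part of the cells predicted no rise in total counts, so these folds speak against it. A strain variant or an alignment bias would act in both lines, yet the share was 45.3% on chromosome 8 in iXist-ChrX-Cast replicates 1 and 2 and 46.0% on chromosome 5 in iXist-ChrX-Dom. Nor did the sample set account for the shares, which differed between the sets by -0.0869 and 1.03 percentage points within the line concerned. The Dom allele fell below 1-fold on both chromosomes (0.881 and 0.897), which an extra Cast copy by itself does not predict. RNA alone was analysed here, so the number of DNA copies was not measured.

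The median Cast share of chromosome 14 was 52.5% in iXist-ChrX-Cast, from 54.2% and 53.9% in replicates 1 and 2 to 49.4% in replicate 3. In replicates 1 and 2 the Cast allele was at 1.31-fold its level in iXist-ChrX-Dom and the Dom allele at 1.04-fold, consistent with an extra Cast copy in part of the cells. Replicates 1 and 2 are also a sample set, and their files carry another clone name than the labels and the files of replicate 3. The change of share within the line therefore followed the set and the clone name, and a difference between clones was not excluded.

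Chromosome 12 had a median Cast share of 62.3% in iXist-ChrX-Dom and 61.8% in iXist-ChrX-Cast. Without its imprinted cluster the mean over the 7 samples was 61.2%, so the cluster did not account for the share. The share was 47.9% to 48.9% in the blocks up to 60 Mb and 52.5% between 60 and 80 Mb (70 genes). The excess lay mainly beyond 80 Mb, with 71.5% over 177 genes (71.0% to 71.9% over samples), of which 94.4% were above 50%. A ratio of 3 Cast copies to 1 Dom copy predicted 72.5%. Extra Cast copies of that part and another cause shared by both lines cannot be told apart, since no sample without the excess was analysed here to give a fold of total counts.

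In iXist-ChrX-Cast 5.52 ± 0.421% of allelic Xist fragments were assigned to Dom. In the homozygous Cast part of the X chromosome of iXist-ChrX-Dom, where Dom-assigned fragments come from assignment errors or from other cells in the sample, 24.2% of 132 genes had a larger Dom share than this. Assignment errors and Xist expression from the Dom chromosome cannot be told apart, because the error rate of Xist itself on a Cast-only sample is not known from these data and the 24.2% is an upper limit for errors alone.

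Mid1, an escape gene in neither table, had 94.1 ± 1.19% of its allelic fragments assigned to Cast in iXist-ChrX-Cast (93.0% to 95.4%, from 4032 to 5659 fragments). Loss of the Dom copy of the telomeric end would raise those neighbours that it includes, and the median mean ratio of 34 neighbouring genes was 0.136. Genes with a ratio in iXist-ChrX-Cast end at X 169320343 at the latest, while Mid1 starts at X 169685198. A loss that begins between them and Mid1 would leave these neighbours unchanged, so it was not excluded. The authors also filtered out genes expressed almost only from a single allele in uninduced cells, which could hide neighbours without a Dom copy. The paper holds such genes to be likely artifacts of wrongly annotated SNPs. Mid1 has many allelic fragments yet no ratio, so this filter may have removed it. An artifact of this kind at Mid1 was not excluded. No biological explanation of the Mid1 share was tested.

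Single samples of iXist-ChrX-Dom stood apart in 4 of 43 screens, where 2.15 are due by chance. The iXist-ChrX-Cast samples were not screened. Pcgf3 was at 113.7 CPM in iXist-ChrX-Dom replicate 1 (97.4 to 99.98 in the others), Klf2 at 22.95 CPM in iXist-ChrX-Dom replicate 2 (29.4 to 30.5), Tbx3 at 72.1 CPM in iXist-ChrX-Dom replicate 1 (59.8 to 61.5), and the Fundc1 ratio at 0.388 in iXist-ChrX-Dom replicate 2 (0.529 to 0.539). The cause of each was not tested.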

How the results depend on the processing

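All choices below were fixed beforehand except those named in the methods as chosen after the values were seen.

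Of the single-gene comparisons 417 were the same, 12 stronger, 12 weaker and none reversed. Of the other comparisons 125 were the same, 34 moved, 2 weaker and 4 reversed. Where no cause is given, the cause was not tested.

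The share of genes above 0.1 depends by construction on the limit: at 0.05 and 0.2 it was 86.5% and 31.1% in iXist-ChrX-Dom and 81.9% and 25.6% in iXist-ChrX-Cast. In iXist-ChrX-Cast it was 62.3% over genes in both tables and 63.8% over genes of high CPM, and the median ratio was 0.136 over the latter and 0.147 as a mean over genes. Leaving out each library gave medians of 0.137 to 0.154 in iXist-ChrX-Dom and 0.118 to 0.130 in iXist-ChrX-Cast. The correlation with expression in iXist-ChrX-Dom was 0.0267 over genes in both tables, 0.0073 without escape genes and 0.158 with CPM per kb. In iXist-ChrX-Cast it was 0.188 without escape genes and 0.374 with CPM per kb. The correlation with distance in iXist-ChrX-Cast was 0.205 over genes in both tables and 0.220 over centromeric genes. The escape difference in iXist-ChrX-Cast was 0.120 as means and 0.227 with 4 genes.

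The difference of medians, 0.0195, was reversed to -0.0115 by the correction for allele bias and to -0.00353 within replicates 1 and 2. With the block of replicate number it was 0.00791 (exact sign-flip p = 0.750, smallest attainable 0.250), and leaving out each library gave 0.00791 to 0.0263. Over all genes of each table it was 0.0241, over the 194 genes with at least 30 fragments 0.0127, over genes of high CPM 0.0106 and as means 0.0142.

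Of the per-gene ratio alternatives the calls ranged from 54 of 235 with the block to 106 with the bias correction, which by construction raises ratios in iXist-ChrX-Cast and lowers them in iXist-ChrX-Dom (36 higher and 70 lower, against 45 and 33). Leaving out each library gave 59 to 71 calls, and the sample set as a covariate 63. The Ogt limma adjusted p was 0.120 with the block (0.0182 without).

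Calls in the total counts, 443, were 102 with the minimum log2 fold change of 1, 1056 with DESeq2, 1794 with the block, 2398 with the sample set as a covariate, 67 without chromosomes 1, 5, 8, 12 and 14, 1685 within replicates 1 and 2, and 18 to 1206 leaving out each library. Scaling and filters moved them little (390 to 447). Marker calls, 1, were 3 with DESeq2, 4 with the block, 5 with the sample set and 4 within replicates 1 and 2. The 12 stronger comparisons, among the single genes run in every alternative, were Klf4, Pax6 and Utp14a, each under DESeq2, the block, the sample set and within replicates 1 and 2. Of the listed genes run in those 4 alternatives only, Nes was also called under the last 3, and Zfp42 and Syap1 with the sample set. The Xist log2 fold change, 0.06, was reversed to -0.0042 and -0.010 without iXist-ChrX-Dom replicate 2 and iXist-ChrX-Cast replicate 2, with up to 0.19 over all libraries. The X-linked shift stayed at -0.14 while its p was 0.171 with estimated correlation and 0.237 under fry. It was -0.12 with the block, -0.16 without those chromosomes, -0.18 in the limma fit within replicates 1 and 2, filtered and scaled anew (-0.17 without a fit, over the genes tested in all samples), and -0.22 to -0.10 leaving out each library.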

Other observations

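The regrouping tests of total counts and of ratios and the test of the fibroblast list were set beforehand, and all other tests in this part were chosen only after the result was seen.

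Regrouping the 7 samples asked how often an arbitrary split gives as many calls as the lines. For the ratios 1 of the 35 splits, the real one, had 78 or more calls, and no other split had more than 1 call, so an arbitrary grouping does not account for them. For the total counts 2 of the 35 splits had 443 or more. The other was the split by sample set, with 2355 calls, and no further split had more than 2. Of the 8 splits that part as many pairs of replicate number as the lines do, only the real one reached 443, and the next had 0. Within replicates 1 and 2, 1685 genes were called. As many called genes in the total counts could therefore arise from another grouping of these libraries, but only from the sample set. The genes called were other ones, since 0 were shared between the lines and the set. All 443 stayed called with the set as a covariate, and all differed in the same direction within both sets. A gene that differs strongly between the sets could hardly be called by a fit without the set, so these values were largely fixed by the choice of genes. Most of the 443 were also called within replicates 1 and 2. The set does not vary there, which argues against the sample set as the source of those calls. For the markers 2 of the 35 splits had as many calls, the other being the sample set with 1 call. Within replicates 1 and 2, 4 markers were called, and Tbx3 was called with the block, with the set as a covariate and within replicates 1 and 2. As large an X-linked shift was found in 6 of the 35 splits (0.16 for the sample set), so the shift could reflect the grouping alone.

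The sample sets differed in 2355 genes (1288 higher and 1067 lower in replicates 3 and 4, 299 of them by a log2 fold change of at least 1), of which 0 were among those called between the lines. Library size did not part them, since all 3 libraries of replicates 3 and 4 lay within the range of replicates 1 and 2. Gene length did not either, with rho = -0.0442 across genes against the fold change. The cause is not known from these data. The lines are balanced over the sets except that replicates 3 and 4 hold 1 iXist-ChrX-Cast library.

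The X-linked shift of -0.14 has a technical candidate. On balanced autosomes fewer fragments were assigned to Cast than to Dom, and the active X of iXist-ChrX-Dom is Cast. If the deficit lies in counting or in the strain, it predicts a shift of -0.15, close to the one over all samples. It predicts about the same shift in both sample sets, yet the shift was -0.17 within replicates 1 and 2 and -0.034 within replicates 3 and 4. The latter value rests on 1 iXist-ChrX-Cast library, so the sets do not decide whether the deficit is the cause. The same bias would lower the ratio in iXist-ChrX-Cast and raise it in iXist-ChrX-Dom. After correction the difference of medians was -0.0115, and the corrected sample medians were 0.122, 0.115, 0.134 and 0.166 in iXist-ChrX-Dom and 0.15, 0.157 and 0.130 in iXist-ChrX-Cast. A line difference and this bias cannot be told apart for the medians, because neither value is past the permutation test (p = 0.314 and 0.486).

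For single genes a strain difference in the level of an allele and silencing that differs between the lines make different predictions. With the former, a gene whose ratio is higher in a line should have a lower Xa level there. Measured in samples independent of the ratios, the difference in Xa level had rho = -0.515 across genes with the difference in ratio, which are not independent replicates, consistent with a strain difference. The slope was -0.203 (95% interval -0.265 to -0.145), where silencing specific to a line as the only cause predicts 0. A strain difference as the only cause predicted a slope of -0.5, which is larger in size. The slope of the Xi level on the ratio difference was 0.537 (95% interval 0.398 to 0.673). Counting error in the ratios, which come from other samples than the levels, can pull both slopes towards 0. The sizes of the slopes therefore cannot be matched to the prediction of either cause, while the sign of the Xa slope can be read. Unequal counting of the alleles of a gene in both lines would give the same sign. The sign therefore does not separate the level of an allele from how it is counted. How much of the ratio differences each cause makes up was left open. These data suggest that ratio differences at a single gene, Atp6ap1 or Zc3h12b for example, need an uninduced baseline, which was not analysed here, before they are read as silencing.

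The highest median ratio among replicates of 1 line was 5.26 percentage points above the lowest (iXist-ChrX-Dom replicates 4 and 2). Feeder fibroblasts left in the sample could raise the ratio. The median CPM of the fibroblast list differed by -1.17 between them, which is the wrong direction (5.64 against 6.81). Its summed CPM went the other way (1128 against 869), but the sum is mostly Fn1 (902 ± 128 CPM over iXist-ChrX-Dom samples). All 12 genes passed the expression filter in these cells, and the means over iXist-ChrX-Dom samples were 6.79 CPM for Col1a1 and 12.2 CPM for Col1a2. No gene of the list was called between the lines (lowest edgeR adjusted p = 0.397, Pdgfrb), and the Y-linked list had 2 to 5 counts per sample. A second test used the homozygous Cast part of the X chromosome, where Dom-type feeder fragments would show. Its median Dom share differed by 0.403 percentage points (3.33% against 2.93%), far less than the ratio. Feeder cells with Dom-type alleles therefore do not account for the spread, while the fibroblast list alone gave no single direction. No biological explanation of it was tested.

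Smaller shifts of allelic share were seen elsewhere. On chromosome 1 in iXist-ChrX-Cast replicates 1 and 2 the Dom allele was at 1.29-fold its level in iXist-ChrX-Dom and the Cast allele at 1.06-fold, consistent with an extra Dom copy in part of the cells. On chromosome 8 in iXist-ChrX-Cast replicate 3 the Cast allele was at 1.28-fold its level in replicates 1 and 2 and the Dom allele at 1.05-fold, consistent with an extra Cast copy in part of the cells. Beyond 100 Mb on chromosome 11 (177 genes) the Cast share was 51.9 ± 1.44% in iXist-ChrX-Dom against 46.3 ± 0.594% in iXist-ChrX-Cast. The Cast allele was at 1.40-fold and the Dom allele at 1.1-fold there, against 1.03-fold and 1.13-fold before 100 Mb, consistent with an extra Cast copy of that part in part of the cells. Before 100 Mb (514 genes) the Cast share differed the other way, at 43.9 ± 0.574% in iXist-ChrX-Dom against 46.4 ± 0.310% in iXist-ChrX-Cast. Chromosome 11 was kept among the balanced chromosomes, since its whole-chromosome share moved little. That share combines opposite shifts, so it does not show that the chromosome was balanced throughout. In iXist-ChrX-Cast replicates 1 and 2 are also a sample set and share the differing clone name, so shifts that part them from replicate 3 follow both.

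Sox2 (chromosome 3, 34650004 to 34652460) and Sox1 (chromosome 8, 12395518 to 12399555) were listed at 0 in every sample. Both lie inside another gene on the same strand, Sox2ot (34560380 to 34677993) and Gm5607 (12385770 to 12436732). Of 397 genes lying so, 98.5% were at 0 in all samples, against 7.56% of the other 22159. Fragments shared by overlapping genes being left uncounted is therefore a likely explanation, and the zeros are no measure of pluripotency.

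Mean ratios were correlated between the lines with rho = 0.401 across the shared genes. This is lower than the value quoted above from the study, which concerns half-times over a differentiation course and is not the same measure.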
